A study of Danio rerio with 7 samples. Its data were reported in "A single cell transcriptome atlas of the developing zebrafish hindbrain" (2020).

How the data were processed

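Gene expression was measured by bulk RNA-seq in 7 zebrafish libraries. Each library came from the dissected hindbrain of 1 embryo at 24 hpf. The sample labels also name surrounding tissue, whereas the authors state that each dissection was checked by qPCR and that only those free of contamination were sequenced. The 4 Cnt libraries were wild type of the LondonAB strain, and the 3 Fgf20aHOM libraries came from embryos homozygous for a mutation in fgf20a, which encodes a secreted fibroblast growth factor. The mutant embryos were obtained by crossing homozygous parents, so the mutant line and the genotype differed together, and no littermate control was among the samples.

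The authors amplified cDNA with a NuGEN Ovation kit, made libraries with Nextera XT and sequenced paired-end reads of 75 bases. They aligned the reads with STAR version 2.5.1b, run by RSEM version 1.2.31, to the zebrafish genome GRCz10 with the transcripts of Ensembl release 89. The deposited table holds, per the authors, gene-level estimated counts (RSEM expected counts) that they rounded to whole numbers, with no scaling for depth. RSEM divides reads that map to several genes between them, so the counts of genes with similar copies are less certain than those of other genes. Whether the counting used the strand of the reads, and whether molecular identifiers were used, was not stated, so genes that overlap on opposite strands are also less certain. The unit had been planned as counts, and these rounded estimated counts were analysed with the same count tests.

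The columns of the 4 Cnt libraries carried the numbers of the sample titles. The columns of the Fgf20aHOM libraries were numbered 2 to 4, whereas the titles were numbered 1 to 3. Their group was therefore known but not which sample each one was, and they are called Fgf20aHOM F2, F3 and F4 after the columns. For the same reason replicate numbers could not be used to pair libraries.

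Of 32189 gene IDs in the table, 26350 (81.9%) had a symbol in the table of gene names used here, and 6968 had no count in any library. The names table often gives a symbol without the letter that tells duplicated zebrafish genes apart. It gave FGF20 to a pair of IDs and FST to another pair, so fgf20a could not be told from fgf20b, nor fsta from fstb, and every value is given with its ID. No annotation of GRCz10 was used here, and no gene positions are given.

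Differential expression was tested with the quasi-likelihood F test of edgeR version 4.0.16 in R 4.3.3, with TMM factors, robust dispersion estimates, the default filter on low counts (filterByExpr) and genotype as the only term. Tests were two-sided and adjusted by the Benjamini-Hochberg method over the 19589 genes that passed the filter. A gene was called changed with an adjusted p of at most 0.01, a fold change of at least 2 in either direction and a normalised count above 30 in all libraries of at least 1 group, which are the limits the study used. Normalised counts are counts divided by the TMM-scaled library size and multiplied by its mean over the 7 libraries. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Where all libraries of a group had 0 counts, the fold change is given as a lower bound, computed against a floor of 3 counts per library. Such bounds cover counting error only.

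Before the data were examined, the test, the limits, most alternatives, 22 lists of marker genes and the rule for naming genes were fixed. The rule took the genes that the study singled out (fgf20a, metrnla, fsta and etv5b) and, among called genes with a symbol whose 3 Fgf20aHOM libraries all lay on the same side of all 4 Cnt libraries, the 5 with the highest and the 5 with the lowest fitted log2 fold change. Called genes from the marker lists would also have been named. The lists hold 205 entries, of which 161 could be matched to IDs. They cover Fgf feedback targets, domains and cell states of the hindbrain and tissues that a dissection can carry along, and were taken from genes named by the study and from general knowledge. Lists were tested with camera (limma version 3.58.1) with its preset correlation of 0.01 between genes, adjusted over the 22 lists with a threshold of 0.05, and with fry and camera with an estimated correlation beside it. A list score is the mean log2 CPM (counts scaled to the library size) of its genes, each relative to its mean over the 7 libraries.

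Library measures were compared with exact two-sided permutation tests over the 35 ways to split 7 libraries into 4 and 3. The two-sided p is the p of the smaller tail multiplied by 2, and at most 1. The smallest p under this rule is 0.0571, so these tests could not reach 0.05. The 7 libraries held 52900433 to 69801072 counts each. A gene with 0 counts in a library could thus have had up to 3 counts at that depth.

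Alternatives were DESeq2 version 1.42.0 with default settings, which is the tool the authors used, limma-voom with sample quality weights, other normalisation factors, other filters on low counts, other limits for a call, 1 surrogate variable (sva version 3.50.0) and the removal of each library in turn. A likelihood ratio test in edgeR, edgeR without robust estimation and lists with all copies of unresolved members were added after the data had been seen. The tests were also tested on simulated data for this comparison, with counts drawn for 19589 genes from the means, dispersions and library sizes of the 7 libraries and 200 genes changed. A single data set was drawn, with the dispersions that edgeR had estimated, so the tools were compared under the edgeR fit. The changed genes were taken from genes with higher counts only, so recovery at low counts was not measured. The edgeR quasi-likelihood test recovered 2.99% of the genes changed by a factor of 2, 51.4% of those changed by a factor of 4 and 74.6% of those changed by a factor of 8, with 0 false calls among 85. DESeq2 recovered 14.9%, 75.7% and 90.5%, with 18 false calls among 138. Of 200 simulated lists with no change, camera gave 5 (2.50%) an unadjusted p under 0.05. Genes were simulated independently, so this does not test camera on lists whose genes vary together, as markers of a tissue can. A correction for GC content was not run, since no annotation with GC content was used here.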

Results

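Bulk RNA-seq of single dissected hindbrains at 24 hpf was compared between 4 wild-type libraries (Cnt) and 3 libraries from embryos homozygous for the fgf20a mutation (Fgf20aHOM). Fgf20a is secreted by neurons at the centre of each hindbrain segment, and the comparison asks which genes depend on this signal, in particular genes expressed in segment centres. Cnt 1 to 4 held 59800936, 63437492, 63547808 and 69801072 counts, and Fgf20aHOM F2, F3 and F4 held 55915518, 53202031 and 52900433. All 3 Fgf20aHOM libraries were smaller than all 4 Cnt libraries, with means of 54005994 ± 1660558 (SD, n = 3) and 64146827 ± 4152077 (SD, n = 4). The exact two-sided permutation p was 0.0571, the smallest that the 35 splits of 7 libraries can give when the smaller tail is multiplied by 2.

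The number of genes with at least 1 count was 20790 ± 848 in Cnt (SD, n = 4) and 21616 ± 539 in Fgf20aHOM (SD, n = 3), a difference within the spread between libraries (exact two-sided permutation p = 0.229). The 10 most abundant genes of each library took 8.34% ± 0.949 of the counts in Cnt and 6.92% ± 0.650 in Fgf20aHOM (SD, n = 4 and 3, exact permutation p = 0.114). A single ID without a symbol, ENSDARG00000080337, took 3.70% ± 0.151 of the counts in Cnt and 2.60% ± 0.309 in Fgf20aHOM (SD, n = 4 and 3). The groups did not overlap in this share, which again gives the smallest exact permutation p of 0.0571. Genes whose symbol marks them as mitochondrial (mt-) took 1.45% ± 0.279 and 1.37% ± 0.284 (SD, n = 4 and 3, exact permutation p = 0.743). Any mitochondrial ID without a symbol is left out of this share. The full mitochondrial share, and whether it differed between groups, is therefore not known.

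Libraries of the same group differed strongly. The common biological coefficient of variation, the spread between libraries beyond counting error, was 0.611 over both groups, 0.678 within Cnt and 0.503 within Fgf20aHOM. It moved most with the filter on low counts and was 0.343 among genes with at least 1 CPM in all libraries. Spearman correlations of log2 CPM (counts scaled to the library size) across genes had a median of 0.937 among the 6 pairs of Cnt libraries, 0.956 among the 3 pairs of Fgf20aHOM libraries and 0.926 among the 12 pairs between groups. Genes are not independent replicates, so these correlations describe the libraries only. The smallest chi-square per gene between any pair of libraries was 86.4, far above the value near 1 of a library sequenced again, so no library was in the table more than once. This measure does not say how far embryos differed.

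The targeted gene was examined first. The names table gives the symbol FGF20 to 2 IDs without telling fgf20a from fgf20b. ENSDARG00000007356 had normalised counts of 139, 390.2, 136 and 131 in Cnt 1 to 4 and of 270.1, 181 and 231 in Fgf20aHOM F2, F3 and F4. Its log2 fold change was 0.19 ± 0.52 (SE) with an adjusted p of 0.893 in the edgeR quasi-likelihood test. ENSDARG00000086070 had normalised counts of 207, 909, 331 and 405 in Cnt 1 to 4 and of 269, 292 and 546 in Fgf20aHOM F2, F3 and F4, with a log2 fold change of -0.33 ± 0.52 (SE) and an adjusted p of 0.805 by edgeR. Neither transcript differed beyond the spread between libraries. Both were highest in Cnt 2, and their directions were not stable. The first was lower in Fgf20aHOM with 1 surrogate variable in the model (-0.16), and the second was higher in Fgf20aHOM with limma-voom (0.024) and without Cnt 2 (0.23). The level of these transcripts therefore did not separate the 2 genotypes. No direction had been assumed beforehand, because the mutation may leave the transcript in place. Unchanged levels thus neither support nor question the genotype labels.

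The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 86 genes changed out of 19589 tested, 45 higher and 41 lower in Fgf20aHOM. In all 86 the 3 Fgf20aHOM libraries lay on one side of the 4 Cnt libraries. This was so for 3427 (17.5%) of the tested genes, where chance gives 5.71%. An unadjusted p under 0.05 was found in 3065 genes (15.6%), and an adjusted p of at most 0.05 by edgeR in 296. Of the 86 genes, 28 had no symbol and 0 belonged to a marker list. The median log2 fold change of all tested genes was -0.048. The mutant line and the genotype differed together in these libraries, so the comparison covers both. The choice of tool moved the count most. DESeq2 called 634 genes with the same limits, 258 higher and 376 lower, including all 86. The share of called genes that were higher in Fgf20aHOM was 52.3% with edgeR and 40.7% with DESeq2. In a single simulated data set drawn from the edgeR fit, DESeq2 made 18 false calls among 138 (13.0%), and the edgeR quasi-likelihood test made 0 among 85. This does not say how many of the 634 or 86 genes are false.

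Among called genes with a symbol, the 5 with the highest fitted fold change were near 0 in all Cnt libraries. PRKCQ (ENSDARG00000034173) had 0 counts in all 4 Cnt libraries and normalised counts of 1248, 1394 and 1509 in Fgf20aHOM F2, F3 and F4, at least 483-fold higher (edgeR quasi-likelihood adjusted p = 2.8e-04). The gene si:ch211-227p7.1 (ENSDARG00000101968) also had 0 counts in all Cnt libraries and a normalised count of 565 ± 230 in Fgf20aHOM (SD, n = 3), at least 197-fold higher (edgeR adjusted p = 0.00175). For itga2.3 (ENSDARG00000086838) the means were 2.19 ± 2.21 in Cnt and 1421 ± 169 in Fgf20aHOM (SD, n = 4 and 3), with a log2 fold change of 9.28 ± 0.69 (SE, edgeR adjusted p = 2.8e-04). The means of nlrc11 (ENSDARG00000068621) were 0.486 ± 0.973 and 403 ± 174, with 2 counts in Cnt 4 and 0 in the other Cnt libraries (SD, n = 4 and 3, edgeR adjusted p = 0.00266). Those of znf1131 (ENSDARG00000104822) were 0.701 ± 0.882 and 429 ± 336 (SD, n = 4 and 3), and Fgf20aHOM F2 with a normalised count of 45.8 was far below F3 and F4 with 672 and 569.7 (edgeR adjusted p = 0.00690).

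The 5 genes with the lowest fitted fold change were lower in every Fgf20aHOM library than in any Cnt library. MCHR1 (ENSDARG00000022525), 1 of 2 IDs with this symbol, had normalised counts of 2049, 1397, 1244 and 1460 in Cnt 1 to 4 and 0 counts in all 3 Fgf20aHOM libraries, at least 478-fold lower (edgeR quasi-likelihood adjusted p = 1.7e-04). The gene si:ch211-255i3.5 (ENSDARG00000090097) had a mean of 291 ± 160 in Cnt (SD, n = 4) and 0 counts in all Fgf20aHOM libraries, at least 90.6-fold lower (edgeR adjusted p = 0.00477). For fbxo44.9 (ENSDARG00000071029) the means were 819 ± 236 in Cnt and 1.42 ± 1.66 in Fgf20aHOM (SD, n = 4 and 3), with a log2 fold change of -9.05 ± 0.75 (SE, edgeR adjusted p = 5.0e-04). The RRM2 model ENSDARG00000078069 fell from 223747 ± 58105 to 689 ± 143 (SD, n = 4 and 3), a log2 fold change of -8.34 ± 0.37 (SE, edgeR adjusted p = 6.3e-06). The other ID with the symbol RRM2, ENSDARG00000020711, was examined after its values were seen. It rose from 1328 ± 344 to 196112 ± 37650 (SD, n = 4 and 3), so the value of either model alone is uncertain. For si:ch211-215p11.5 (ENSDARG00000102848) the means were 456 ± 86.2 and 4.41 ± 5.79 (SD, n = 4 and 3), with an edgeR adjusted p of 0.00956, close to the limit. It no longer passed the limit in 6 of 9 alternatives that kept all libraries. Several of these names carry a copy number or are clone names, and reads could have been divided between similar copies when they were counted.

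**Figure D1:**
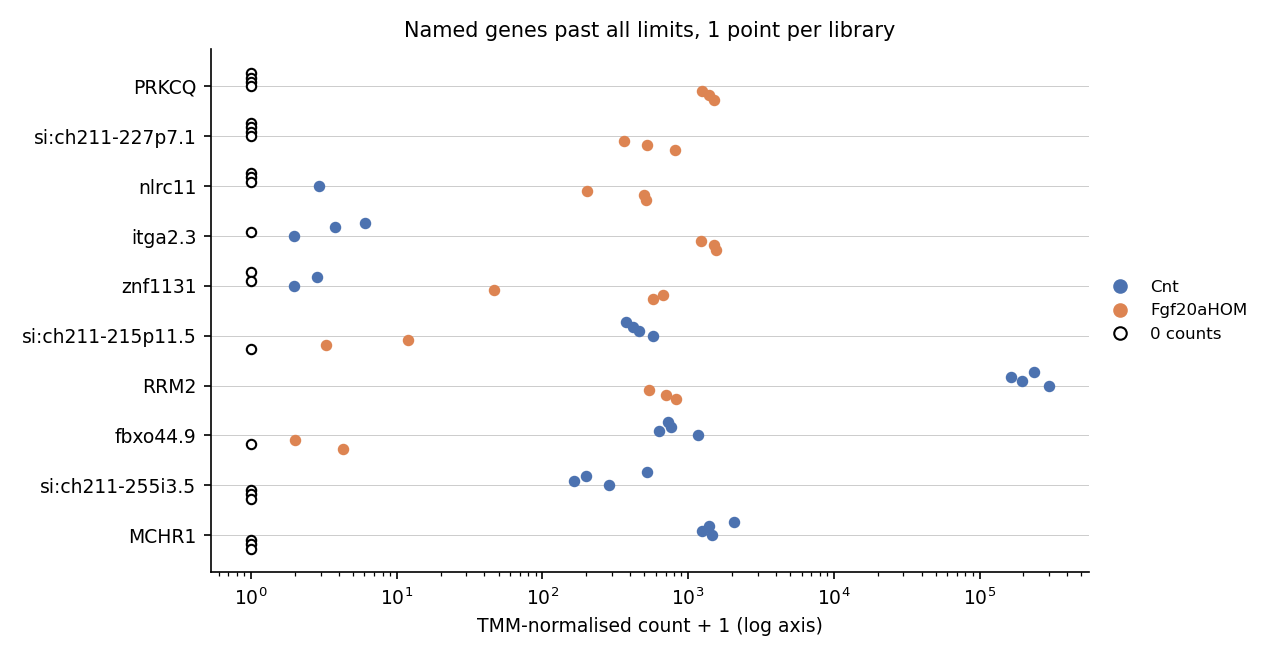
TMM-normalised counts plus 1 on a log axis for the 10 named genes that passed all limits, with 1 point per library (Cnt blue, Fgf20aHOM orange, open circles 0 counts). The groups did not overlap for any of the 10 genes, and PRKCQ, si:ch211-227p7.1, si:ch211-255i3.5 and MCHR1 had 0 counts in every library of a group.

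**Figure D2:**
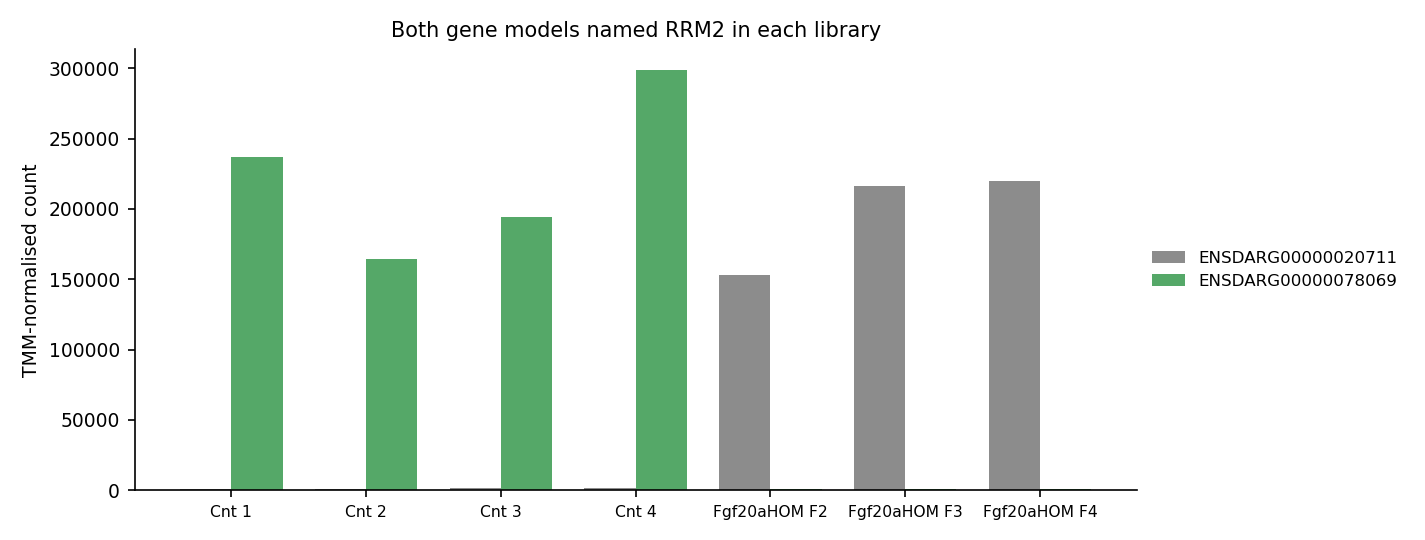
TMM-normalised counts, on a linear axis from 0, of both gene models named RRM2 in each of the 7 libraries, with 1 bar per model. ENSDARG00000078069 held 99.3% to 99.5% of the sum in the Cnt libraries and 0.326% to 0.373% in the Fgf20aHOM libraries.

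For the 3 genes that the study singled out, the comparison asks whether segment centre genes are lower without Fgf20a. The ID of metrnla, ENSDARG00000101914 (METRNL in the names table), had normalised counts of 8054, 6541, 7927 and 10567 in Cnt 1 to 4 and of 2700.0, 4101 and 3262 in Fgf20aHOM F2, F3 and F4. Its log2 fold change was -1.30 ± 0.25 (SE), and the groups did not overlap. Its adjusted p was 0.0336 with the edgeR quasi-likelihood test, which did not pass the limit of 0.01, and 8.6e-05 with DESeq2, which did. Over all alternatives the adjusted p ranged from 8.6e-05 to 0.141 and the direction stayed the same. The follistatin ID ENSDARG00000052846 (FST) had normalised counts of 15386, 45500, 33294 and 12860 in Cnt 1 to 4 and of 9914, 16536 and 6902 in Fgf20aHOM F2, F3 and F4. It fell by 1.27 on the log2 scale (SE 0.48), the groups overlapped, and the adjusted p was 0.238 by edgeR and 0.0803 by DESeq2. The other ID with this symbol, ENSDARG00000057992, had at most 13 counts in any library. For etv5b (ENSDARG00000044511), which responds directly to Fgf signalling, the means were 4026 ± 2031 in Cnt and 3222 ± 381 in Fgf20aHOM (SD, n = 4 and 3). Its log2 fold change of -0.32 ± 0.38 (SE) was within the spread between libraries (edgeR adjusted p = 0.728, DESeq2 adjusted p = 0.735). Adjusted over the list alone, the edgeR values were 0.00105 for metrnla, 0.0365 for FST and 0.417 for etv5b. The study picked metrnla and fsta on these same libraries, so these are not independent evidence.

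**Figure D3:**
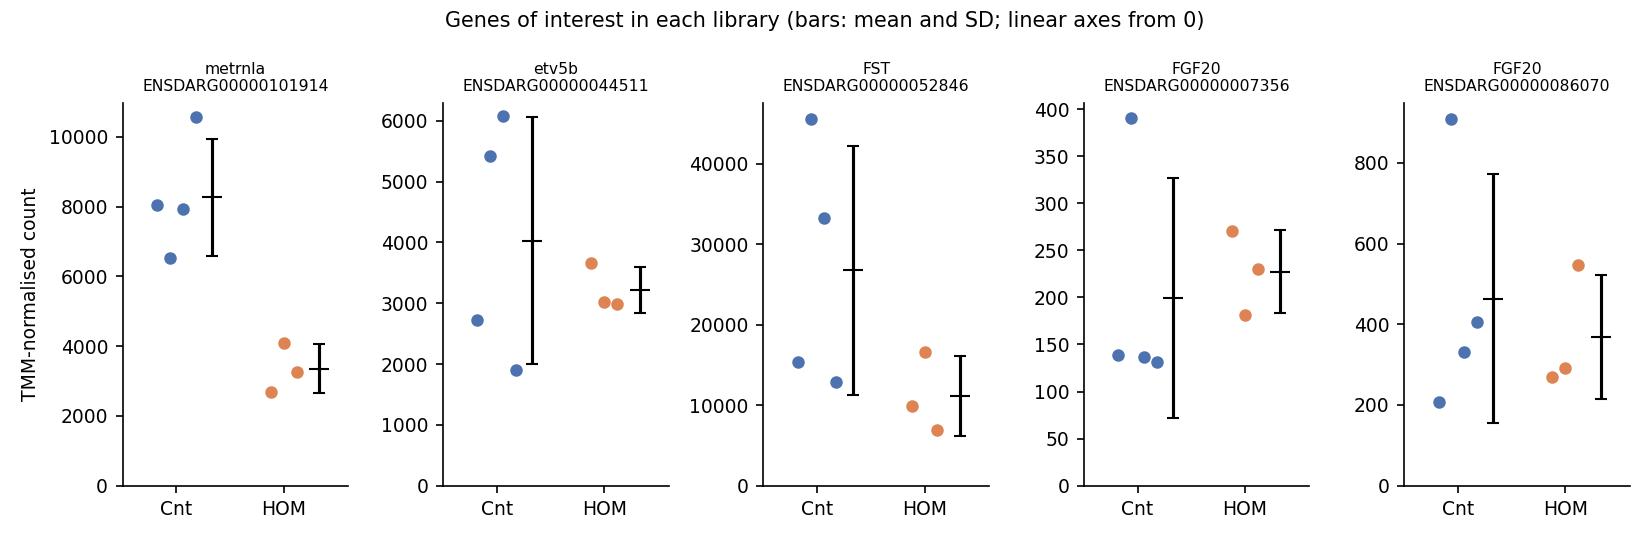
TMM-normalised counts of metrnla, etv5b, FST and both FGF20 IDs in each library, on linear axes from 0, with points for the 4 Cnt libraries (blue) and 3 Fgf20aHOM libraries (orange) and bars for the mean and SD. The groups are apart for metrnla, with Cnt from 6541 to 10567 and Fgf20aHOM from 2700.0 to 4101, and overlap for the other IDs.

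The marker lists asked whether groups of genes shifted together. With camera and Benjamini-Hochberg adjustment, 0 of 22 lists passed the threshold of 0.05, and fry, camera with an estimated correlation and the DESeq2 statistics also gave 0. An unadjusted p under 0.05 was found for 4 lists with camera and for 4 with fry, of which neural crest and segment identity were shared. The others by fry were the midbrain-hindbrain boundary (adjusted p = 0.134, the lowest by fry together with neural crest) and hatching gland and yolk (adjusted p = 0.174), whereas fry gave otic vesicle and epidermis an adjusted p of 0.285 and 0.529. The 4 lists by camera, all with an adjusted p of 0.210, were neural crest (median log2 fold change 0.62), otic vesicle (-0.84), epidermis (-1.01) and segment identity (0.63). The direction of epidermis was not stable, with a median of 0.72 in the model with 1 surrogate variable. The 11 Fgf feedback targets had a median of 0.19, with 7 of 11 genes higher in Fgf20aHOM (camera adjusted p = 0.553), and a median of -0.22 with 1 surrogate variable. The 6 segment centre and glial genes had a median of -0.057 (camera adjusted p = 0.722), and this was 0.022 with total counts only. This list had 11 entries, and those whose copies could not be told apart were left out, fsta among them. With all copies of such entries included, the median was -0.041. Medians of the other hindbrain lists were 0.23 for neurogenesis, 0.11 for progenitors, 0.12 for dorsal genes, -0.43 for ventral genes, -0.035 for floor plate, -0.24 for boundary cells, -0.70 for the midbrain-hindbrain boundary and -0.065 for proliferation. For ventral genes and floor plate the median was negative while camera gave the direction as up, and the mean of the ventral list was -0.0051 and that of the floor plate list 0.21. Medians of the other surrounding tissues were 0.22 for cranial ganglia, 0.29 for head mesenchyme, 0.0043 for vasculature, 1.29 for blood, 1.23 for muscle, -0.75 for notochord, 0.09 for lens and eye and -2.51 for hatching gland and yolk. The lists of blood and of lens and eye had 3 tested genes each. One library decided several of these calls. Without Cnt 2, 3 lists passed the threshold, which were epidermis (-1.39, adjusted p = 0.00103), neural crest (1.04, adjusted p = 0.0238) and otic vesicle (-0.68, adjusted p = 0.0238), all by camera. Over all alternatives the adjusted p of these lists ranged from 0.00103 to 0.984 for epidermis and from 0.0238 to 0.906 for neural crest and for otic vesicle.

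**Figure D4:**
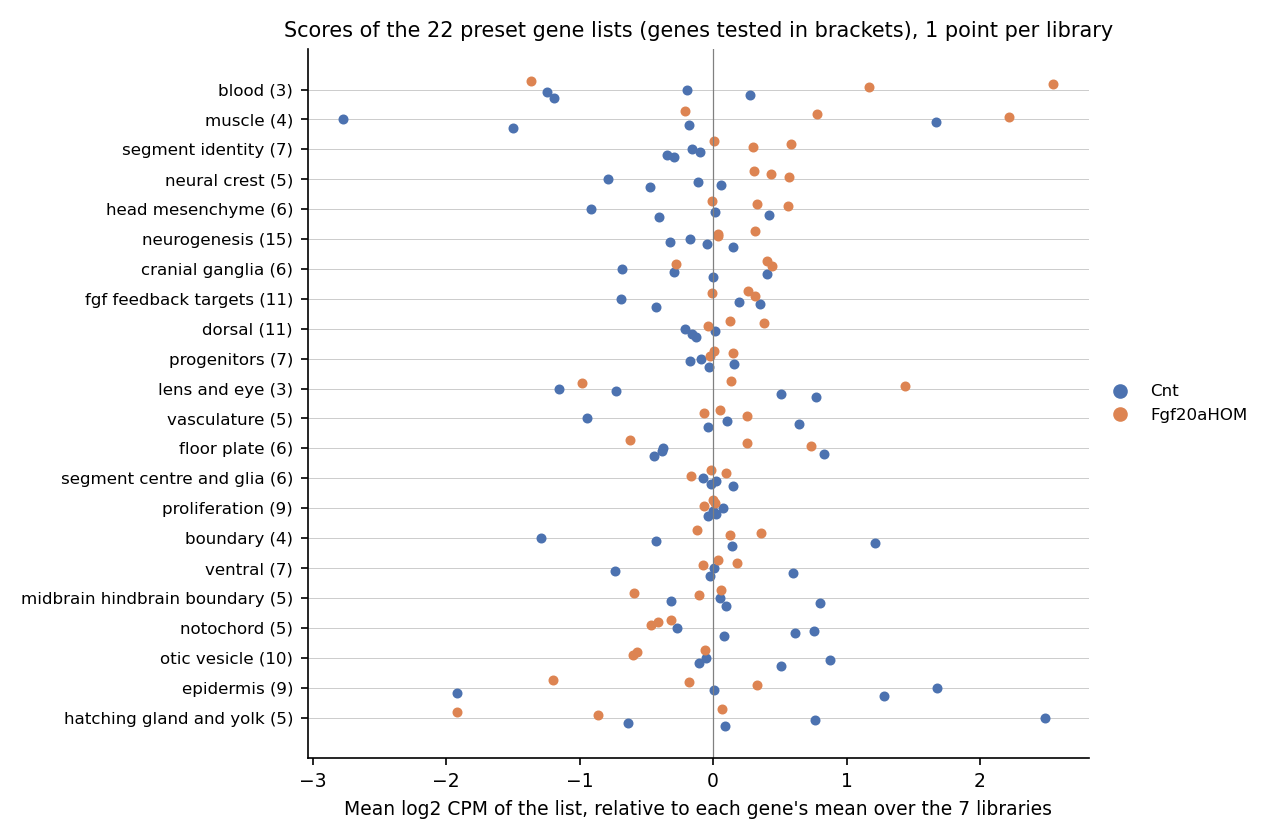
Score of each of the 22 marker lists in each library, as the mean log2 CPM of the list relative to the mean of each gene over the 7 libraries, with 1 point per library (Cnt blue, Fgf20aHOM orange) and the number of tested genes in brackets. The spread within a group is wide for lists of surrounding tissue, such as epidermis with scores from -1.92 in Cnt 2 to 1.68 in Cnt 4.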

Values the study reported

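The study called a gene changed with an FDR of at most 0.01, a fold change of 2 in either direction and a normalised count above 30 in all samples of at least one group. With these limits it reported metrnla among the genes that were lower in fgf20a mutants. It also reported fsta from this screen, whereas etv5b was not found. The study holds that this likely reflects the complex expression pattern of etv5b. Beyond this screen, it reported by in situ hybridisation that fgf20a mutants lose segment centre expression of etv5b, metrnla and fsta. A separate screen with activated FgfR1 found all of them induced. The bulk values given here do not test those findings.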

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

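All tests of causes in this part were chosen after the results were seen. Outliers were sought among the 4 Cnt libraries only, in 41 measures (library totals, named genes and list scores), by the gap of the most distant library over the range of the group. With a critical value of 0.829, chance would single out about 2.05 of 41 measures, and 3 were singled out. The number of such results is therefore close to that given by chance.

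The FGF20 ID ENSDARG00000007356 had a normalised count of 390.2 in Cnt 2 against a mean of 136 in the other Cnt libraries, a gap of 0.971 of the range. Depth of Cnt 2 does not account for it, because the gap was 0.968 with all libraries thinned to the smallest total. Reads moving from the other FGF20 ID do not account for it either. The sum of both IDs was 2.89 times as high in Cnt 2 as on average in the other Cnt libraries (1299.6 against 449.9 ± 96.2, SD, n = 3), where moved reads would have left the sum as it was. Another mixture of tissues in Cnt 2 may be the reason and stays open. Cnt 2 had the highest or lowest score among the Cnt libraries in 15 of the 22 lists, but Cnt 4 did so in 14, where chance gives 11, and the lists are not independent. A difference between single embryos was not tested.

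The floor plate list scored 0.83 in Cnt 2 against a mean of -0.40 in the other Cnt libraries, a gap of 0.946 of the range. With all libraries thinned to the smallest total the gap was 0.955, which argues against depth. The same 15 lists in which Cnt 2 lay at an end of the Cnt range keep another mixture of tissues open as a candidate explanation. It cannot be told apart from a difference between embryos, since each library is 1 embryo and 1 dissection.

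The gene nlrc11 (ENSDARG00000068621) had 2 counts in Cnt 4 and 0 in the other Cnt libraries, a gap of 1 over the range. Counting error is a candidate explanation. Both counts fall in a single library with a probability of 0.251 by chance alone. The difference from Fgf20aHOM, with 203, 438 and 471 counts, does not rest on these 2 counts.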

How the results depend on the processing

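The likelihood ratio test, edgeR without robust estimation and lists with all copies of unresolved members were chosen after the data had been seen, and the other alternatives before. No paired analysis was possible because the columns of the Fgf20aHOM libraries carry numbers that do not match the sample titles. For that reason the replicate block was not run, and neither were the GC correction, for want of GC values, and the block with the GC correction.

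The count of 86 changed genes depended most on the test. It was 634 with DESeq2 and 379 with the edgeR likelihood ratio test, both including all 86, and 42 with 1 surrogate variable (38 shared). Other limits gave 291 genes at an adjusted p of 0.05 by edgeR and 57 with glmTreat against a fold change of 1.5. Counts within 1.5 times of 86 were found with limma-voom (99, of which 53 shared), RLE factors (83), upper-quartile factors (81), total counts only (65), no filter on low counts (117), at least 1 CPM in all libraries (98, of which 42 shared), edgeR without robust estimation (72), and with the limit on normalised counts or on fold change left out (86 each). Similar counts did not mean the same genes. The share of called genes higher in Fgf20aHOM was 52.3% at first. With all libraries kept it ranged from 21.4% with 1 CPM in all libraries and 22.2% with limma-voom, over 40.7% with DESeq2 and 42.3% at an adjusted p of 0.05 by edgeR, to 58.5% with total counts only. Without 1 library it ranged from 40.6% (without Fgf20aHOM F2) to 73.9% (without Fgf20aHOM F4), with 63.9% without Cnt 1. The stricter filter by construction removes genes near 0 in a group. The cause of the shift with limma-voom was not tested.

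Leaving out a library left 15 to 69 called genes. The counts were 36, 49, 28 and 50 without Cnt 1, 2, 3 and 4, and 69, 15 and 23 without Fgf20aHOM F2, F3 and F4, with 34, 41, 26, 43, 41, 12 and 22 genes shared with the 86. The fits without 1 Fgf20aHOM library are equal in size, so a smaller number of libraries does not account for the difference between 69, 15 and 23. Its cause was not tested.

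For metrnla the direction was the same in all 17 alternatives. It passed the limit of 0.01 with DESeq2 (log2 fold change -1.32, adjusted p = 8.6e-05) and with the edgeR likelihood ratio test (-1.30, adjusted p = 6.8e-04) and in no other, and log2 fold changes without 1 library ranged from -1.44 to -1.13. FST and etv5b kept their direction and stayed short of the limit in all 17, with adjusted p from 0.0803 to 0.577 for FST and from 0.200 to 0.957 for etv5b. The size of the etv5b change was not stable, from -0.055 without Cnt 3 to -0.73 with 1 surrogate variable. That of FST ranged from -0.885 without Cnt 2 to -1.62 without Fgf20aHOM F3. The FGF20 ID ENSDARG00000007356 reversed with 1 surrogate variable (-0.16). Without 1 library its log2 fold change kept its direction but ranged from 0.045 (without Cnt 3) to 0.745 (without Cnt 2). ENSDARG00000086070 reversed with limma-voom (0.024) and without Cnt 2 (0.23, range without 1 library -0.72 to 0.23). Neither FGF20 ID came near the limit under any alternative, and the cause of these reversals was not tested.

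All 10 named genes kept their direction in every alternative in which they were tested. The filter of 1 CPM in all libraries removed all of them but RRM2. PRKCQ, itga2.3, fbxo44.9, MCHR1 and RRM2 (ENSDARG00000078069) also kept an adjusted p of at most 0.01 in all of these. The gene si:ch211-255i3.5 lost it in all 7 fits without 1 library (adjusted p by edgeR 0.0106 to 0.0209) and in 2 of 9 other settings, znf1131 in 6 of 7 and 2 of 9, si:ch211-215p11.5 in 6 of 7 and 6 of 9, nlrc11 in 3 of 7 and 1 of 9, and si:ch211-227p7.1 in 2 of 7 and 1 of 9.

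The number of marker lists past the threshold rose from 0 to 2 with 1 surrogate variable (notochord and otic vesicle) and ranged from 0 to 3 without 1 library, with 3 without Cnt 2 (epidermis, neural crest and otic vesicle). It was 0 in the other settings. Medians reversed for Fgf feedback targets with 1 surrogate variable (-0.22) and without Cnt 4 (-0.078, range without 1 library -0.078 to 0.43), for epidermis with 1 surrogate variable (0.72), and for boundary cells without Cnt 2 (0.12) and Fgf20aHOM F4 (0.053, range -0.52 to 0.12). The median of the mixed list of segment centre and glial genes was near 0 throughout. It changed sign with limma-voom (0.0051), total counts only (0.022) and 1 surrogate variable (0.10), and ranged from -0.070 to 0.068 without 1 library. The cause was not tested.

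The common coefficient of variation of 0.611 was 0.720 with no filter on low counts and 0.343 with 1 CPM in all libraries, where noisy low genes are included or removed, and 0.555 to 0.681 without 1 library. The difference in detected genes fell from 827 to 320 genes at a minimum of 10 counts (exact permutation p = 0.343). No scaling alternative moved the median log2 fold change of all genes by more than 0.1. The effect of depth on the recovery of simulated changes was not tested.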

Other observations

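The tests of other splits with the edgeR and DESeq2 counts, of depth, of the position of genes and of the lists of surrounding tissue were planned before the results were seen. The tests of genes near 0 in a group, of gene names, of RRM2, of the size of changes against the tissue lists and of the likelihood ratio test were chosen after.

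Of the 35 splits of the 7 libraries into 4 and 3, only the real one (1 of 35) gave as many as 86 changed genes with the edgeR quasi-likelihood test. The other splits had a median of 0 and at most 1. With DESeq2, again 1 of 35 splits gave as many as 634, and the other splits had a median of 8.5 and at most 171 (Cnt 1, 3 and 4 against the rest). No other split thus gave a difference as large as this. The real split would rank first by chance in 1 of 35 cases, so chance is made unlikely but is not excluded. The tests also do not say whether the difference follows from the mutation. With every library thinned to 52900433 counts, 82 of the 86 genes were still called, which argues against the lower depth of the Fgf20aHOM libraries as the source.

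edgeR called 86 genes and DESeq2 called 634. The quasi-likelihood test allows for the uncertainty of the dispersion of each gene, and this may account for much of the gap. The likelihood ratio test of edgeR makes no such allowance and called 379 genes with the same counts and factors. In the single simulated data set drawn from the edgeR fit it made 7 false calls among 113 (6.19%), against 18 among 138 (13.0%) for DESeq2 and 0 among 85 for the quasi-likelihood test.

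A group of 8 genes had at most 3 counts in every library of a group and a normalised count of at least 100 in every library of the other, 3 of them abundant in Cnt and 5 in Fgf20aHOM. All 8 were called by edgeR and by DESeq2. Only the real split (1 of 35) gave as many as 8 genes of this kind, and the other splits gave at most 4. They include MCHR1, PRKCQ, fbxo44.9, si:ch211-227p7.1, nlrc11 and si:ch211-255i3.5. If loss of the signal were the reason, it would have to turn such genes on or off in a whole mixed tissue, which was not tested. A candidate explanation is that the lines differ in sequence or in copies of these genes. Numbered zinc finger genes, genes named after a clone and IDs with no symbol, taken here to stand for families with many similar copies, made up 50% of the 8 genes and 17.4% of the other genes above the count limit (Fisher's exact test p = 0.0358). This share rests mainly on 3 clone names (37.5% against 9.83%, Fisher's exact test p = 0.0365), since only 1 of the 8 had no symbol (p = 0.415) and 0 were numbered zinc finger genes. With 8 genes this is weak evidence.

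The same classes made up 77.9% of the 86 genes called by edgeR, against 17.1% of the other genes that passed the limit on normalised counts (odds ratio 17.0, Fisher's exact test p = 1.4e-34). Among the 634 genes called by DESeq2 the share was 50.3% against 16.1% (odds ratio 5.29, Fisher's exact test p = 8.7e-84). Numbered zinc finger genes alone were 16 of the 86 genes (18.6%) and 1.04% of the rest, IDs with no symbol 28 (32.6% against 6.34%) and genes named after a clone 23 (26.7% against 9.75%), whereas genes with another symbol were 19 (22.1% against 82.9%). Genes are not independent, so these p-values describe the overlap only. The pattern is consistent with differences between the lines in families with many similar copies. Since Cnt was the LondonAB strain and the mutants were bred from homozygous parents, line and genotype go together in all 7 libraries, and an effect of the mutation on such genes stays open.

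Both gene models named RRM2 changed in opposite directions, a pair that was noticed after its values were seen. ENSDARG00000020711 rose from 1328 ± 344 to 196112 ± 37650 (SD, n = 4 and 3), and ENSDARG00000078069 fell from 223747 ± 58105 to 689 ± 143. ENSDARG00000078069 held 99.3% to 99.5% of their sum in the Cnt libraries and 0.326% to 0.373% in the Fgf20aHOM libraries. The mean sum differed by -0.19 on the log2 scale (225075 ± 58382 in Cnt, 196801 ± 37783 in Fgf20aHOM), less than the spread between libraries. Reads that move from one model to the other, as when each line carries a sequence nearer to a different model, are a candidate explanation. RRM2 was the only one of 1136 symbols shared by several tested IDs that had members with an adjusted p of at most 0.05 by edgeR in both directions.

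A line bred to be homozygous at fgf20a also carries its own sequence around that gene, and this could change genes nearby. The test is void here. Only 32.6% of the 86 genes could be placed on a chromosome by their symbol, where 80% was set as the minimum, so a haplotype around fgf20a cannot be told apart from other causes for these genes.

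Different amounts of surrounding tissue in the dissections may also part the groups, although the authors checked each dissection by qPCR and kept those they found clean. Those qPCR values were not used here. Among the 11 lists of surrounding tissue, 0 passed the threshold with camera, and 0 of their 61 tested genes were among the 86. The number of such lists was not stable, since epidermis, neural crest and otic vesicle passed without Cnt 2 (3 lists), and notochord and otic vesicle with 1 surrogate variable (2 lists). Of the 86 genes, 66 had an absolute log2 fold change above 2.51, the largest absolute median of any such list (hatching gland and yolk). This decides nothing, because the 86 genes had been selected for large changes. Tissue therefore stays open as a source. Of the 61 genes, 46 had a normalised count above 30 in all 7 libraries, and such a baseline would hide part of a difference in tissue. Tissues without a list were not tested.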
